A study of Drosophila melanogaster with 4 samples. Its data were reported in "Acetyltransferase Enok regulates transposon silencing and piRNA cluster transcription" (2021).

How the data were processed

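Rhino ChIP-seq was performed on ovaries with a germline knockdown of *enok* or, as the control, of EGFP, with an input and an IP library from each. The series title and the antibody in the samples' protocol name Rhino, whereas the series design text names RNA polymerase II. The libraries were taken as Rhino IPs from the former. In the control, the median log2 of IP over input was 3.80 over the 130 bins of the cluster 42AB. The study, citing earlier work, describes Rhino as highly enriched throughout 42AB. It also reports RNA polymerase II at sites there, so the values alone cannot identify the antibody. The authors aligned single-end reads to the UCSC dm3 genome with Bowtie2, allowing no mismatch, and kept reads that mapped uniquely. Repeated sequence that cannot be placed uniquely therefore does not contribute, which matters for piRNA clusters rich in transposon fragments. For 1 kb bins, the authors scaled reads to the library's uniquely mapped reads (RPM) and divided them by a mappability index of the bin, and the deposited tables give input and IP in separate columns. Bins are Rhi-dependent source loci defined in an earlier study, in clusters that the authors class as Enok-bound or Enok-unbound. The rule behind this class is not stated and was not tested here. The tables place 42AB in the Enok-bound class although the study's text says that no Enok peak was detected there, so the class names are used only as the tables' labels and not as evidence of Enok binding.

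Peaks were called by the authors on each IP library separately. The deposited peak lists give the fold enrichment as a ratio over a control, and the −log10 of a p-value and q-value per peak. The caller, its settings and the control it used are not stated. Per the file headers, the columns also give the length, which equals end minus start plus 1, so positions are 1-based. The smallest −log10 p was 5.04 in the GFP_KD list and 5.07 in the *enok*_KD list. These scores were used to describe, rank or filter peaks, where the cut on fold enrichment was the median of both lists. In addition, the weakest p score of the *enok*_KD list served as a limit for GFP_KD p scores scaled by depth.

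The depth of the libraries was worked out from the RPM values. In each library the values are whole multiples of a single step, the worth of 1 read, divided by the mappability index that the 4 libraries share in a bin. The step was found from the 600 lowest values of each library, and the index was searched between 0.5 and 1 in 3 decimals. Whole reads in all 4 libraries were found for all 2364 bins (100%), and for 0% of bins once each library's values had been shuffled. A single index was possible in 1590 bins (67.3%), and in the others the largest possible index was used. The indices had a median of 0.855. The recovered reads gave the depth and the counting error of each bin, and no count test was run on them because each group has 1 library.

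Occupancy was log2 of IP over input in RPM, without a pseudocount. The change was the *enok*_KD value minus the GFP_KD value. Bins with 0 reads in any library were left out, as in the study, which removed 1 Enok-bound bin. Medians carry a 95% interval from binomial order statistics, shares a Wilson interval at the same level, and single bins a counting SE from the recovered reads. Bins are neighbours within 1 library and not replicates. The rank test that the study ran over bins was thus replaced by the median, the share of lower bins and the probability that a GFP_KD value exceeds an *enok*_KD value, and no p-value is given. The difference between the classes was placed among 10000 random assignments, either of bins matched on 10 levels of GFP_KD occupancy or of whole clusters. Peaks were compared by an overlap of at least 1 bp and against 1000 random placements, with the seed set to 1.

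Named items followed a rule. They are the 3 peaks with the highest fold enrichment in each list, the 3 highest without an overlap in the other list, the 3 bins of each class with the largest fall and rise among those at or above the class median level, 42AB, the 3 clusters with most bins in each class (with ties kept) and chromosomes with at least 10 peaks in either list. This rule, the comparisons and 62 of the 68 alternative values were set before the data were examined. The alternatives concerned the peak threshold, the overlap rule, merging within 1 kb, the pseudocount, low bins, input normalization, centring, the main arms and the 42AB window. The remaining 6 values, from 2 settings, were chosen after seeing the data. They count each cluster once, or use only bins with at least 20 recovered reads in every library.

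The scripts were tested on simulated data. Reads came back exactly in 98.7% of 2364 simulated bins, whose mappability indices were drawn from the range that was searched. The check thus does not cover indices below that range, where the recovered reads would be too high. A common factor in the recovered reads of a real bin, as at 24013001 on 3L, could arise in that way. A shift of -1 given to 772 bins was found as -0.99, and the median of 1591 bins without a shift as -0.0039. The overlaps matched those of bedtools for all 1883 peaks. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and bedtools 2.31.1 were used. A dm3 sequence or annotation was not used here, so no position was assigned to a gene.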

Results

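Rhino (Rhi, also called HP1D) is a germline protein that binds histone H3 carrying the H3K9me3 mark at dual-strand piRNA clusters, the genomic regions that give rise to most germline piRNAs in *Drosophila*. Enok is an acetyltransferase. To examine how Rhi occupancy responds to depletion of Enok, chromatin immunoprecipitation followed by sequencing was performed in ovaries in which MTD-Gal4 drove an shRNA in the germline, against EGFP in the control (GFP_KD) or against *enok* (*enok*_KD). The antibody was against Rhino per the series title and protocol, although the series design text names RNA polymerase II. Flies were kept at 29 °C and were 2 to 3 days old. The data comprised 4 libraries: an input and a Rhino IP from GFP_KD ovaries, and an input and a Rhino IP from *enok*_KD ovaries. Each group had 1 library, so none of the differences below has a replicate check, and intervals cover counting error or the spread over bins only.

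The depth of each library was read from the smallest step between its values in the tables of 1 kb bins. Rounded to 1000 reads, it was 7742000 uniquely mapped reads for the GFP_KD input, 8196000 for the *enok*_KD input, 8025000 for the GFP_KD IP and 6658000 for the *enok*_KD IP. The *enok*_KD IP therefore had 0.830 of the depth of the GFP_KD IP. A bin held a median of 41 reads in the GFP_KD input, 44 in the *enok*_KD input, 78 in the GFP_KD IP and 65 in the *enok*_KD IP. With these reads, the median counting error (SE) of a bin's log2 change was 0.36 in Enok-bound clusters and 0.44 in Enok-unbound clusters.

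The first question was how many sites Rhi occupied in each knockdown. The authors' list for the GFP_KD IP held 1066 peaks covering 632 kb, and that for the *enok*_KD IP held 817 peaks covering 571 kb. The *enok*_KD list thus had 76.6% as many peaks and 90.3% of the length. The alternative that moved the number most, peaks on the main chromosome arms only, gave 68.4%. Median peak length was 313 bp in GFP_KD and 371 bp in *enok*_KD. Fold enrichment is the authors' own value for each peak, and its median was 3.56 in the GFP_KD list and 3.60 in the *enok*_KD list.

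Peak numbers did not change evenly along the genome (UCSC dm3). On X the lists held 165 peaks in GFP_KD and 76 in *enok*_KD, the lowest ratio among chromosomes with at least 10 peaks in either list (46.1%). Numbers were also lower in *enok*_KD on 3R (93 and 54), 2L (121 and 81), 3L (111 and 83), 2R (171 and 142) and 4 (69 and 63). Among the heterochromatin sequences that dm3 keeps apart, 3LHet had 154 peaks in GFP_KD and 121 in *enok*_KD, and 2RHet had 66 and 50. By contrast, 3RHet had 81 in GFP_KD and 101 in *enok*_KD, 2LHet had 7 and 20, and XHet had 8 and 11. The mitochondrial sequence had 14 peaks in GFP_KD and 9 in *enok*_KD, with a median fold enrichment of 1.62 in both lists.

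Next, the positions of the peaks were compared. Of the 1066 GFP_KD peaks, 523 (49.1%, Wilson 95% interval 46.1 to 52.1) overlapped an *enok*_KD peak by at least 1 bp. In the other direction, 522 of the 817 *enok*_KD peaks (63.9%, Wilson interval 60.5 to 67.1) overlapped a GFP_KD peak. When one list was placed at random along the same chromosomes 1000 times, the median overlap was 3.10% of GFP_KD peaks and 3.55% of *enok*_KD peaks, with a maximum of 6.19% and 6.49%. Both shares depended on the overlap rule, and requiring a reciprocal overlap of 50% lowered the GFP_KD share to 28.8%. Shared peaks held 70.8% of the length of the GFP_KD list and 79.4% of the *enok*_KD list.

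The 543 GFP_KD peaks without an *enok*_KD counterpart were only slightly weaker than the shared ones. Their median fold enrichment was 3.44 (interquartile range 2.79 to 4.08), against 3.85 (2.80 to 5.23) for the shared peaks, a ratio of 1.12. Of these 543 peaks, 239 (44.0%) lay at or above the median of their list. The ratio was 1.63 when the authors' −log10 p replaced the fold enrichment.

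The strongest GFP_KD peaks all lay in 42AB, the cluster numbered 1 in the tables. They spanned 2204695 to 2217823 (fold enrichment 22.0), 2337509 to 2349866 (19.2) and 2334133 to 2337369 (15.6) on 2R. The strongest *enok*_KD peaks lay elsewhere, at 23289186 to 23306292 on 3L (fold enrichment 24.8, cluster 6), 2094586 to 2101266 on 3RHet (21.7, cluster 16) and 1405802 to 1410531 on 3LHet (19.3, cluster 12). All 3 of these clusters are in the Enok-unbound class. Among peaks seen in GFP_KD alone, the strongest were at 994267 to 994799 on 3LHet (13.0, cluster 57), 2225204 to 2229755 on 2R (12.5, cluster 1) and 24441826 to 24442120 on 3L (10.8, in no cluster of the tables). Those seen in *enok*_KD alone were led by 22516085 to 22519195 on 2L (12.1, cluster 31), 1787529 to 1790510 on 3RHet (8.54, cluster 49) and 613349 to 613921 on 3RHet (8.50, in no cluster of the tables). Gene annotation on dm3 was not used here, so peaks are not assigned to genes.

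Rhi occupancy was then compared over the 1 kb bins of Rhi-dependent piRNA source loci (RD-SL), which the authors divided between Enok-bound clusters (773 bins, 22 clusters) and Enok-unbound clusters (1591 bins, 66 clusters). The class is the authors' label, and it includes 42AB among the Enok-bound clusters although the study's text describes no Enok peak there. Occupancy was taken as log2 of IP over input. In Enok-bound clusters, 772 bins had reads in every library. Their median occupancy was 1.22 in GFP_KD and 1.01 in *enok*_KD, and the median change per bin was -0.22 (95% interval of the median -0.29 to -0.14). Occupancy was lower in *enok*_KD at 479 of these bins (62.0%). A GFP_KD value drawn at random exceeded an *enok*_KD value with a probability of 55.9%. The alternative that moved the change most, bins on the main arms only, gave -0.59, whereas leaving out 42AB gave -0.063.

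In Enok-unbound clusters, median occupancy was 0.89 in GFP_KD and 0.91 in *enok*_KD. The median change was 0.01 (95% interval -0.04 to 0.05), and 791 of the 1591 bins (49.7%) were lower. The sign of this small median varied with the setting, from -0.061 with the IP values alone to 0.15 on the main arms. The median over the set did not mean that single bins were unchanged. Beyond their 95% counting error, 198 Enok-unbound bins fell and 292 rose, compared with 217 that fell and 86 that rose in Enok-bound clusters. Without 42AB, 107 Enok-bound bins fell and 86 rose. These counts are upper limits, however, because the counting SEs are lower limits. Counting error may also understate the variation between libraries. The inputs differed beyond it at up to 20.6% of Enok-bound and 17.0% of Enok-unbound bins, but an SE that is too small would itself raise these shares.

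**Figure D1:**
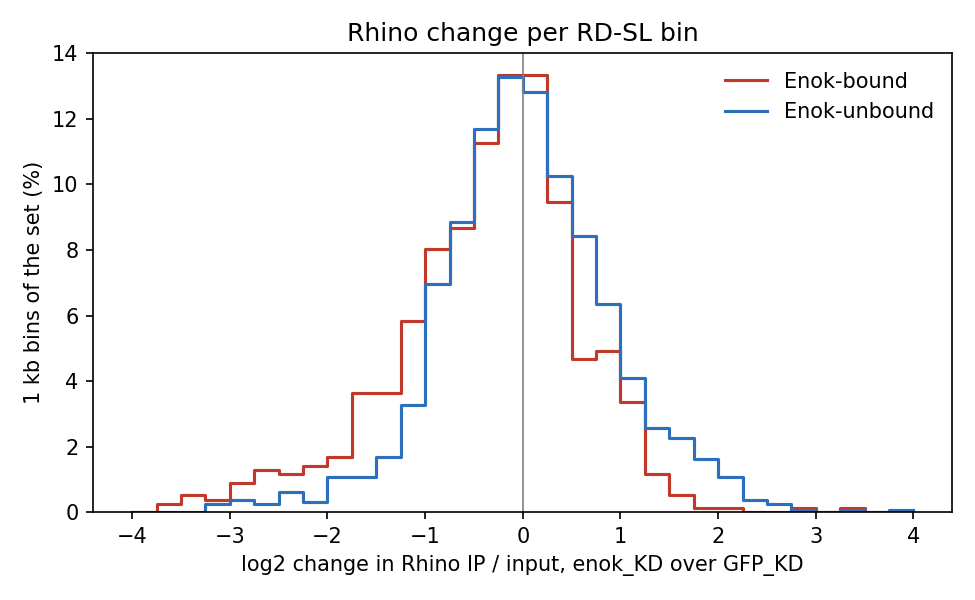
Distribution of the log2 change in Rhino IP over input (*enok*_KD over GFP_KD, x axis) across 1 kb RD-SL bins, as a percentage of the bins of each class (y axis). The Enok-bound class (red, median -0.22) has the longer tail of falling bins, and the Enok-unbound class (blue, median 0.01) extends further to rising bins.

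The median change was lower in Enok-bound than in Enok-unbound clusters by a log2 difference of -0.23. To describe how unusual this is within these libraries, the class was given 10000 times to random bins matched on their GFP_KD occupancy, and 182 of these draws (1.82%) gave a difference as low. The matched draws, which include the bins of 42AB, had a median difference of -0.16. When whole clusters exchanged classes instead, 894 of 10000 draws (8.94%) were as low. Without the 130 bins of 42AB the difference was -0.070, the matched draws had a median difference of -0.030, and 15.9% of matched draws and 26.1% of cluster draws were as low. The difference between the classes thus rested largely on 42AB.

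Called peaks gave a similar split. In Enok-bound clusters 27.5% of bins overlapped a GFP_KD peak (Wilson 95% interval 24.4 to 30.7) and 20.9% an *enok*_KD peak (18.1 to 23.9). In Enok-unbound clusters the share was 9.99% (8.61 to 11.6) in GFP_KD and 13.2% (11.6 to 15.0) in *enok*_KD. Without 42AB, the Enok-bound shares were 14.3% and 12.6%, with intervals that overlap.

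At 42AB, between 2.1 and 2.4 Mb on 2R, the number of peaks was 89 in GFP_KD and 64 in *enok*_KD, and their covered length was 137 kb and 64.8 kb. Peaks merged within 1 kb gave 26 domains in GFP_KD and 27 in *enok*_KD, so the drop in number depends on how peaks are joined. The bins of this cluster ran from 2144349 to 2386719. Their median occupancy was 3.80 in GFP_KD and 2.20 in *enok*_KD, and the median change was -1.31 (95% interval -1.52 to -1.13), or -59.8%. Occupancy was lower at 125 of the 130 bins (96.2%) and beyond counting error at up to 110, with changes from -3.59 to 0.27. By recovered reads, which are upper limits, the bins of 42AB made up at most 4.02% of the GFP_KD IP and 1.66% of the *enok*_KD IP. The cluster held 16.8% of the Enok-bound bins. It held 65.9% of the recovered GFP_KD IP reads in that class, a share that bins of low mappability index can distort.

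**Figure D2:**
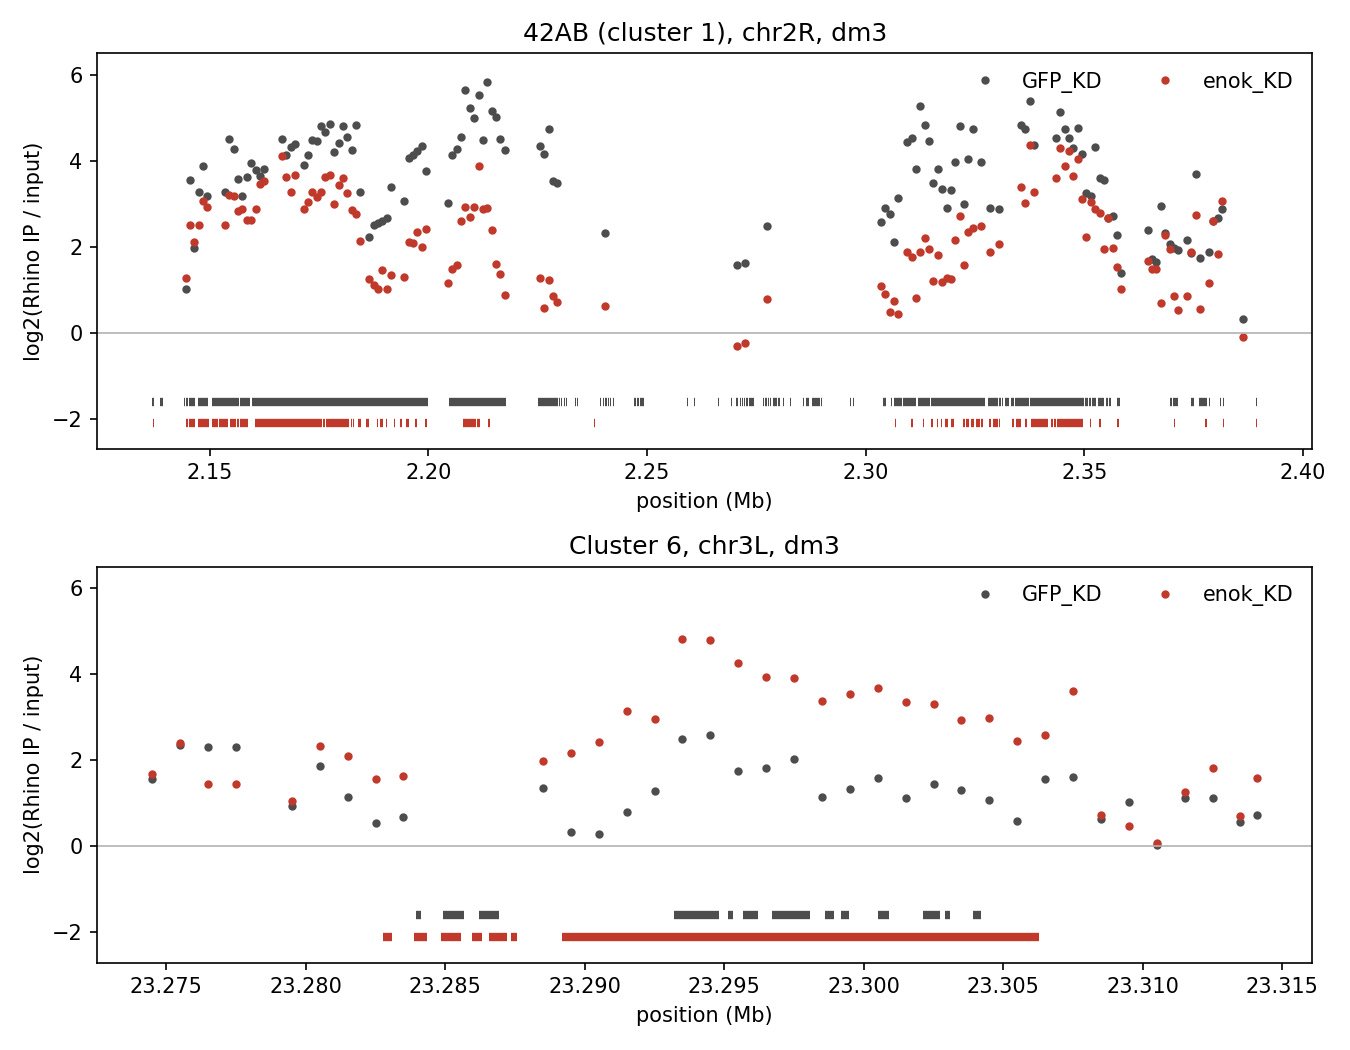
Log2 of Rhino IP over input (y axis) for each 1 kb bin along 42AB and cluster 6 (x axis, dm3 position in Mb), with GFP_KD in grey, *enok*_KD in red and called peaks as bars beneath. At 42AB the *enok*_KD values lie below GFP_KD at 125 of 130 bins, and at cluster 6 they lie above it at 33 of 36 bins.

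Of the other large Enok-bound clusters, cluster 20 on 3LHet (86 bins) changed by -0.36 (-0.47 to -0.11) and cluster 15 on 3LHet (70 bins) by -0.28 (-0.50 to -0.10). At cluster 15 the sign depends on the measure, since recovered reads pooled over its bins gave a change of 0.061 ± 0.030 (counting SE, a lower limit). The next largest Enok-bound cluster, outside the rule for named items, rose by 0.32 (0.17 to 0.79, cluster 26 on 3LHet, 69 bins). Among the largest Enok-unbound clusters, cluster 13 on 3LHet (105 bins) changed by -0.44 (-0.64 to -0.29). The 3 clusters tied at 58 bins changed by 0.22 (0.12 to 0.48, cluster 28 on 2R), -0.10 (-0.29 to 0.02, cluster 30 on 3RHet) and -0.22 (-0.39 to 0.03, cluster 36 on 2RHet). In all, 13 of 22 Enok-bound and 35 of 66 Enok-unbound clusters had a negative median change.

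To set these changes against variation that does not involve Rhi, the same medians were computed from the inputs. Over the 70 clusters with at least 10 bins, the SD of the median change was 0.47 for IP over input and 0.12 for the input alone. The largest input change of a cluster was 0.37 in size. By the median over bins, 3 of 17 Enok-bound clusters fell beyond that size and 0 rose. Among Enok-unbound clusters, 6 of 53 fell beyond it and 11 rose. With recovered reads pooled over bins, which gives too much weight to bins of low mappability index, the 3 Enok-bound clusters also fell (42AB -1.24, cluster 5 -0.65, cluster 42 -1.04). However, Enok-bound clusters 26 and 131 then rose beyond that size, by 0.67 ± 0.023 and 0.46 ± 0.054 (counting SE, a lower limit). The steepest rise was at cluster 6 on 3L, from 23274001 to 23314199, where median occupancy went from 1.22 to 2.41 and the change was 1.32 (0.64 to 1.91) over 36 bins. This cluster was singled out after its values were seen. Its peaks covered 7.45 kb in GFP_KD and 19.8 kb in *enok*_KD.

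**Figure D3:**
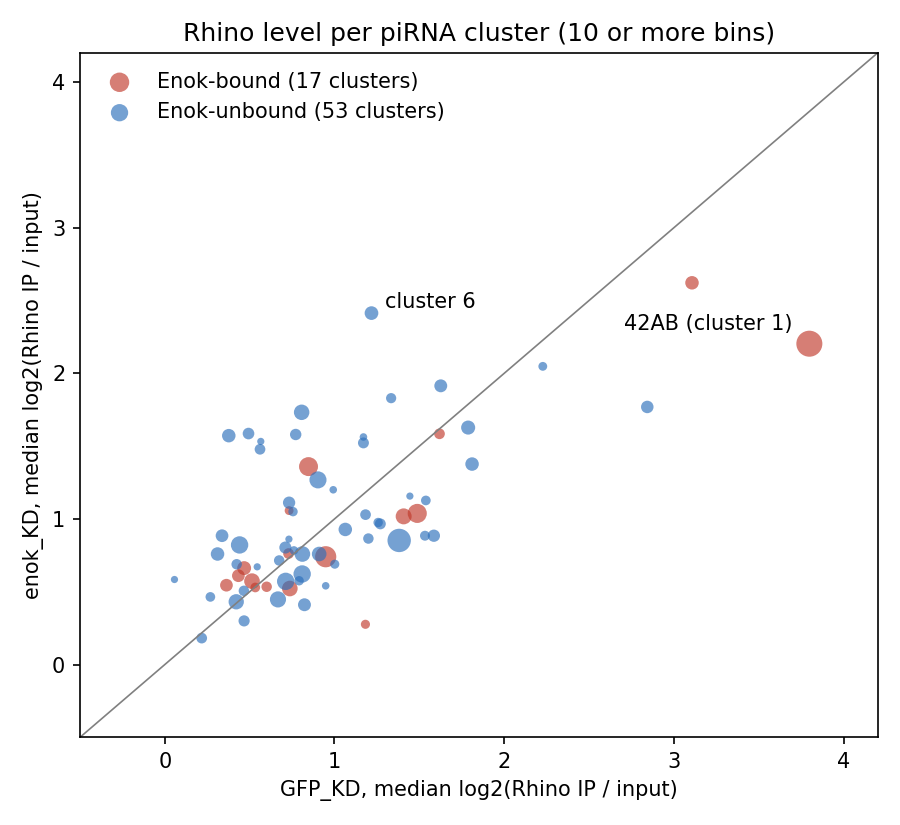
Median log2 of Rhino IP over input for each cluster of at least 10 bins in GFP_KD (x axis) and *enok*_KD (y axis), with point area scaled to the number of bins and the diagonal marking no change. The Enok-bound cluster 42AB drops from 3.80 to 2.20, and the Enok-unbound cluster 6 climbs from 1.22 to 2.41.

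Single bins were named by their change among bins at or above the median level of their class. Their changes do not depend on the recovered reads, but their counting SEs are lower limits. At 24013001 on 3L, for example, the recovered reads (265 and 95 in the IPs, 110 and 205 in the inputs) share a common factor. The steepest falls in Enok-bound clusters were all in 42AB, at the bins starting at 2226001 (-3.59 ± 0.36, counting SE), 2227001 (-3.51 ± 0.54) and 2215001 (-3.41 ± 0.30). The steepest Enok-bound rises were at 1213001 on 3RHet (1.45 ± 0.28, cluster 70), 548001 on 3LHet (1.40 ± 0.20, cluster 26) and 1179001 on 3LHet (1.32 ± 0.19, cluster 131). In Enok-unbound clusters the falls were led by 24013001 on 3L (-2.03 ± 0.24, cluster 40), 108001 on 3RHet (-1.88 ± 0.39, cluster 60) and 5001 on 2L (-1.86 ± 0.39, cluster 33). The rises there were led by 2084001 on 3RHet (2.53 ± 0.58, cluster 16), 23295001 on 3L (2.51 ± 0.16, cluster 6) and 761001 on 2R (2.39 ± 0.34, cluster 39). At the first of these, the inputs held only 24 and 13 reads.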

Values the study reported

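The study reported 6426 Rhi-dependent source loci, about 20% of which had reduced piRNA levels in *enok* mutants. It defined 1074 of these loci as Enok-dependent and 4501 as Enok-independent by their piRNA levels, a split other than the Enok-bound and Enok-unbound classes used here. By ChIP-qPCR, it reported a reduction of about 85% in Rhi occupancy at one site in 42AB upon *enok* knockdown, with a reduction of about 15% in H3K9me3 at the same site.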

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

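Of the 68 alternative values in this part, 6 come from tests chosen only after the main results were seen. Of the 68, 37 stayed within the interval of the main value, or within 1.5 times it for numbers and lengths, and 31 did not. No paired analysis was possible because each group holds 1 library. The cause of each change below was not tested unless the setting itself gives it.

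The number of *enok*_KD peaks as a percentage of the GFP_KD number ranged from 68.4% to 78.3% over 4 alternatives, and the covered length from 75.5% to 96.6%. Neither left the limit of 1.5 times. At 42AB the percentage was 71.9% by number, 66.7% for peaks at or above the median fold enrichment, 104% after merging and 47.2% by length.

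The shares of overlapping peaks moved most, by construction, with the overlap rule. The GFP_KD share was 44.3% with 50% of the peak covered, 28.8% with a reciprocal overlap and 59.4% within 1 kb, and the *enok*_KD share 55.7%, 37.6% and 75.0%. With peaks at or above the median fold enrichment the shares were 42.3% and 58.3%, and on the main arms 44.8% and 69.7%. With 817 peaks in both lists by fold enrichment the *enok*_KD share was 50.9%, and by p score the shares were 53.4% and 55.4%. The ratio of shared to unshared GFP_KD peaks stayed above 1 in the 3 alternatives, at 1.63 with the p score and 1.07 within 1 kb.

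The change in Enok-bound clusters was negative in all 10 alternatives, from -0.59 to -0.063. It was -0.11 with a pseudocount equal to the median, which shrinks changes by design, and -0.38 for bins at or above the median level. On the main arms it was -0.59, without 42AB -0.063 and with every cluster counted once -0.079. With every cluster counted once, its interval included 0 (-0.44 to 0.046). The Enok-unbound change had no stable sign. It was 0.11 for bins at or above the median level, -0.061 with the IP alone, 0.15 on the main arms and 0.059 with at least 20 recovered reads per library. The difference between the classes was negative throughout, at -0.11 with the large pseudocount, -0.49 for bins at or above the median level, -0.74 on the main arms, -0.070 without 42AB and -0.060 when every cluster counted once. In the last 2 settings its interval reached 0 (-0.14 to 0.0018 and -0.34 to 0.22).

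The number of Enok-unbound bins with an *enok*_KD peak was 132% of that with a GFP_KD peak, and 217% when 50% of the bin had to be covered. The Enok-bound percentage stayed between 60.0% and 88.0%. Depth limits what single bins show, since the median counting SE of a bin's change was at least 0.36 in Enok-bound and 0.44 in Enok-unbound clusters.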

Other observations

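The tests in this part were chosen only after the results were seen, except the values without 42AB and the matched random bins, and the tests on the depth of the *enok*_KD IP were set once the numbers of peaks were known but before their own values were.

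Rhi rose at 11 Enok-unbound clusters by more than the largest input change of any cluster, with a median change of 0.91. The IP alone rose at each of them, by 0.46 to 1.26. They were clusters 6, 49, 50, 31, 112, 16, 37, 12, 73, 32 and 34, and 6 of the 11 lay on sequences named Het. At cluster 112 the interval of the change included 0. Several technical explanations were weighed. By the recovered reads, those freed by the loss at 42AB would raise every other locus by 0.035 on the log2 scale, far less than these changes. A difference in DNA copy number would appear in the inputs, whose changes had an SD of 0.12 over the 70 clusters against 0.48 for the IPs. A strain difference that leaves copy number unchanged would not appear there, so it stays open. Counting error seems too small, because the smallest pooled change of these clusters was 8.95 times its counting SE, although that SE is a lower limit. One overall difference in IP efficiency that acts alike on all enriched clusters would move them in the same direction, but 9 clusters fell beyond the input range. The falling clusters mostly began higher (median occupancy 0.82 to 3.80 in GFP_KD) than the rising ones (0.31 to 1.33). A difference that depends on the starting level was not tested and stays open. For 2 of the 9 falling clusters the fall is less certain. The interval of cluster 137 included 0 (-1.06 to 0.25) and its pooled change was -0.25, and the IP alone changed by -0.35 at cluster 45, both within the input range of 0.37. Variation between IP preparations cannot be told apart from the knockdown, with 1 IP library per knockdown. IP values in RPM, corrected for mappability, were also summed by cluster over all clusters. Where a sum dropped, 35331 was lost in total, 27091 of it at 42AB. Where a sum rose, 20408 was gained in total. These totals extend beyond the 11 rising and 9 falling clusters, for instance to gains at clusters 26 and 106. A candidate explanation is that part of the Rhi leaving 42AB binds other clusters when Enok is depleted. The sums are compatible with this but do not test it, since sequencing libraries are relative measures.

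The lower change in Enok-bound than in Enok-unbound clusters may come from 42AB alone, since the difference of medians was -0.070 without it. The higher starting occupancy of Enok-bound bins is another candidate explanation. Random bins matched on GFP_KD occupancy had a median difference of -0.16, but these draws include 42AB. Without it their median was -0.030, while the gap in GFP_KD occupancy between the classes shrank from 0.32 to 0.066, so these draws could hardly differ. Starting occupancy stays open and cannot be told apart from an effect of 42AB alone, because 104 of the 237 bins in the top 10% of GFP_KD occupancy (43.9%) are in 42AB. No biological explanation of the class difference was tested.

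The *enok*_KD list could be shorter because its IP library was less deep. If the authors' p scores of GFP_KD peaks are scaled by the depth ratio of 0.830, 39 of the GFP_KD peaks fall below the weakest score of the *enok*_KD list, 23 of them among the 543 seen in GFP_KD alone, whereas the lists differ by 249 peaks. Scaling of scores is an approximation, and random loss near the threshold would add to it. At the 89 RD-SL bins under peaks seen in GFP_KD alone, the IP changed by a median of -0.75 (-0.90 to -0.66) in RPM, which corrects for depth. These bins were picked by the loss of their peak, so the value leaves the question open there. At the 116 bins under peaks seen in *enok*_KD alone, the change was 1.04. Of the 102 peaks on X seen in GFP_KD alone, 1 overlapped an RD-SL bin, so the others have no input values here.

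The tip of 2L held 13 GFP_KD peaks and 0 *enok*_KD peaks in its first 10 kb. Of these, 11 started in the first 5 kb, with summits from 398 to 4981 at a median spacing of 458.5 bp (446 to 476) and fold enrichments from 5.25 to 9.50. Loss of the chromosome end in the *enok*_KD flies is a possible explanation. In the 3 adjoining bins of cluster 33, from 5001 to 8000, the IP changed by -1.47 ± 0.14 (counting SE, a lower limit) while the input changed by 0.091 ± 0.19, which argues against a loss reaching those bins. Over the regular array itself there are 0 bins with input values, so loss of the array and loss of Rhi cannot be told apart.

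This prompted a look at other tips. Of the 5 clusters within 100 kb of a chromosome tip (3, 11, 22, 33 and 97), 4 fell, and the median change was -0.54. Among those that fell, the intervals of clusters 22 (-1.04 to 0.40) and 97 (-1.13 to 2.26) included 0. Clusters 11 (4 bins) and 33 (3 bins) have no interval. The medians of 0.90% of 10000 random draws of 5 clusters were as low. The draw was made because falls at some of these clusters had been seen, so the percentage cannot count as independent evidence, and position near a tip may or may not matter. In the 4 clusters that fell, the pooled input changed by 0.070 and the pooled IP by -0.92, which argues against a DNA difference.

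The loss at 42AB was uneven. The median change was -1.11 (-1.30 to -0.98) between 2.1 and 2.2 Mb, -2.68 (-2.92 to -1.88) between 2.2 and 2.3 Mb and -1.13 (-1.48 to -0.86) between 2.3 and 2.4 Mb. A few bins seemed to show less loss where the input was high, which could happen if reads from further copies of the sequence add to a bin. Across the 130 bins, however, Spearman's rho between input level and IP change was 0.011, so this hypothesis was not borne out. Bins are not independent replicates.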
